# Gibberellin Biosynthetic Deficiency Is Responsible for Maize Dominant Dwarf11 (*D11*) Mutant Phenotype: Physiological and Transcriptomic Evidence

**DOI:** 10.1371/journal.pone.0066466

**Published:** 2013-06-12

**Authors:** Yijun Wang, Dexiang Deng, Haidong Ding, Xiangming Xu, Rong Zhang, Suxin Wang, Yunlong Bian, Zhitong Yin, Yao Chen

## Abstract

Dwarf stature is introduced to improve lodging resistance and harvest index in crop production. In many crops including maize, mining and application of novel dwarf genes are urgent to overcome genetic bottleneck and vulnerability during breeding improvement. Here we report the characterization and expression profiling analysis of a newly identified maize dwarf mutant *Dwarf11* (*D11*). The *D11* displays severely developmental abnormalities and is controlled by a dominant Mendelian factor. The *D11* seedlings responds to both GA_3_ and paclobutrazol (PAC) application, suggesting that dwarf phenotype of *D11* is caused by GA biosynthesis instead of GA signaling deficiency. In contrast, two well-characterized maize dominant dwarf plants *D8* and *D9* are all insensitive to exogenous GA_3_ stimulation. Additionally, sequence variation of *D8* and *D9* genes was not identified in the *D11* mutant. Microarray and qRT-PCR analysis results demonstrated that transcripts encoding GA biosynthetic and catabolic enzymes *ent*-kaurenoic acid oxidase (KAO), GA 20-oxidase (GA20ox), and GA 2-oxidase (GA2ox) are up-regulated in *D11*. Our results lay a foundation for the following *D11* gene cloning and functional characterization. Moreover, results presented here may aid in crops molecular improvement and breeding, especially breeding of crops with plant height ideotypes.

## Introduction

The well-known ‘Green revolution’ highlighted in the late 1960s and increased food crops yield worldwide by incorporating semi-dwarf traits combined with other agricultural practices, such as fertilizer and pesticide utilization, irrigation equipment installation. The technical advance of ‘Green revolution’ mainly attributes to the development of ‘high-yielding varieties’ (HYVs) which show high capacity of nitrogen assimilation and tend to lodge. Dwarf traits were introduced to improve lodging resistance in this case. During the ‘Green revolution’, novel dwarf rice and wheat cultivars with increased yield were developed. Semi-dwarf variety IR8 (also known as ‘Miracle Rice’), the first widely used HYV of International Rice Research Institute (IRRI), was bred by a Chinese dwarf variety ‘Dee-geo-woo-gen’ crossed with an Indonesian high-yielding variety ‘Peta’. The Japanese dwarf wheat cultivar ‘Norin 10’ was adopted to breed wheat HYVs [1]. With the development of diverse omic-based technology, the genes of ‘Green revolution’ *semidwarf1* (*sd1*) and *Reduced height* (*Rht*) were isolated and characterized. Rice *sd1* encodes a defective gibberellin (GA) biosynthetic enzyme GA 20-oxidase (GA20ox). Wheat *Rht* has been proved to be involved in GA signaling cascade. Both *sd1* and *Rht* genes participate in GA homeostasis [2].

Maize dwarf trait research could be traced back to Emmerson's work [3]. Over the past decades, a large amount of maize dwarf mutants have been identified and characterized. Detailed information of maize dwarf plants has been deposited in the MaizeGDB phenotypic database (http://www.maizegdb.org/phenotype.php). Maize dwarf mutants are primarily classified as GA-sensitive and GA-insensitive types based on their responses to exogenous GA application. Four recessive dwarf mutants *dwarf*-1 (*d1*), *d2*, *d3*, and *d5*, together with one dominant dwarf mutant *D8-1023* belong to the GA-responsive group [4], [5]. Two well-characterized maize dominant dwarf plants *Dwarf8* (*D8*) and *D9* are insensitive to exogenous GA stimulation [6]. The change of DELLA domains in maize D8 and D9 proteins causes dwarf phenotype [7], [8]. *D8-1023*, allele of *D8*, produces dwarf plants by altering the VHYNP domain instead of DELLA domain [5]. A combined linkage and association analysis technique revealed that *d8* functions not only in plant height control but flowering time determinant [9]. However, recent reanalysis of *d8* locus by newly developed model indicated that *d8* has minor effect on flowering time [10]. Besides, candidate genes regulating maize height were unraveled by genome wide association studies (GWAS) technique [11]. Recently, *GA3ox2* was positionally cloned and proved to be responsible for maize height determinant [12].

Many plant height-regulating genes have been isolated in other cereal crops. Barley *Sln1*, wheat *Rht*, rice *slender rice 1* (*slr1*), and maize *d8* are orthologs of *Arabidopsis Gibberellin Insensitive* (*GAI*) and *REPRESSOR OF ga1-3* (*RGA*) genes, which encode DELLA proteins and participate in GA signaling [7], [13], [14]. One member of APETALA2 (AP2)/Ethylene-Responsive Element Binding Factor (ERF) family significantly affects rice internode elongation by down-regulating of GA concentrations [15]. In addition to plant hormone GA, other phytohormones, such as auxin (Aux) and brassinosteroid (BR), modulate plant height. Maize dwarf plant with compact stems *brachytic2* (*br2*) and sorghum counterpart *dwarf3* (*dw3*) show polar auxin transport abnormalities in the stalk [16]. The BR metabolism pathway and signaling perception also relate to rice, maize, and wheat height control [17]–[20]. Besides, a recent research showed that an AP2-like gene mutation results in maize internode length decrease [21]. Plant cytochrome P450 member could also modulate rice height by influencing cell elongation [22].

Plant height, an important agronomic trait, is vital in shaping plant architecture and then ultimately affecting crop yield. Dissection of molecular bases underlying plant height is beneficial to both basic and applied research. During the past, a large number of plant height QTL/genes have been identified (http://www.gramene.org/qtl/), which is helpful for elucidating the genetic mechanisms of plant height determinant. Of note, dwarf mutants are informative for the plant height research. Herein, we report physiological and transcriptomic analysis of a maize dominant dwarf plant, which was temporarily termed *Dwarf11* (*D11*) in our work. Results presented here provide insights into the biological network of plant height control and pave the way for the following *D11* gene cloning and functional characterization.

## Results

### Characterization of maize *D11* mutant

Maize inbred line Mo17 was pollinated with maize inbred line HN06 to generate F_1_ progeny. In F_1_ population, the *D11* mutant was identified. Due to abnormal inflorescence, it failed to self-pollinate *D11*. To preserve mutant phenotype, we continuously backcrossed *D11* (as donor parent) with three maize inbred lines Mo17, B73, and W22. Finally, three advanced backcross populations BC_6_F_1_ with different nuclear background were developed.

The *D11* mutant displayed severely developmental abnormalities, such as shortened internodes, white leaf margins, multiple degenerated spikes. The *D11* plant with Mo17 nuclear background was showed in Figure 1. The *D11* mutant was about 73.5 cm tall, which was less than half of wild-type plant (169.8 cm) (Figures 1A–1C). Dwarf phenotype of *D11* mainly attributed to shortened internodes, instead of internodes number decrease. Moreover, eleven internodes of *D11* shortened evenly (Figures 1D and 1E). The *D11* mutant had more leaves. Compared with wild-type plant, leaves of *D11* were slender, dark green, and slightly-rolled. Additionally, leaves of *D11* possessed white margins (Figures 1F and S1). Compared with wild-type, aerial roots of *D11* were more sturdy (Figure 1G). As *D11* displayed multiple degenerated spikes adjacent to the tassel, it was difficult to self-pollinate the mutant plant. In open-pollination conditions, some spikes were partly fertile, others were absolutely barren (Figure 1H). The fertility of *D11* male inflorescence was normal, although anther size, branch number, and length of central spikes of *D11* tassels were largely reduced (Figures 1I–1L). Besides, pollens shed from anthers in the central spikes of *D11* were about two days earlier than shed in wild-type plant.

**Figure 1:**
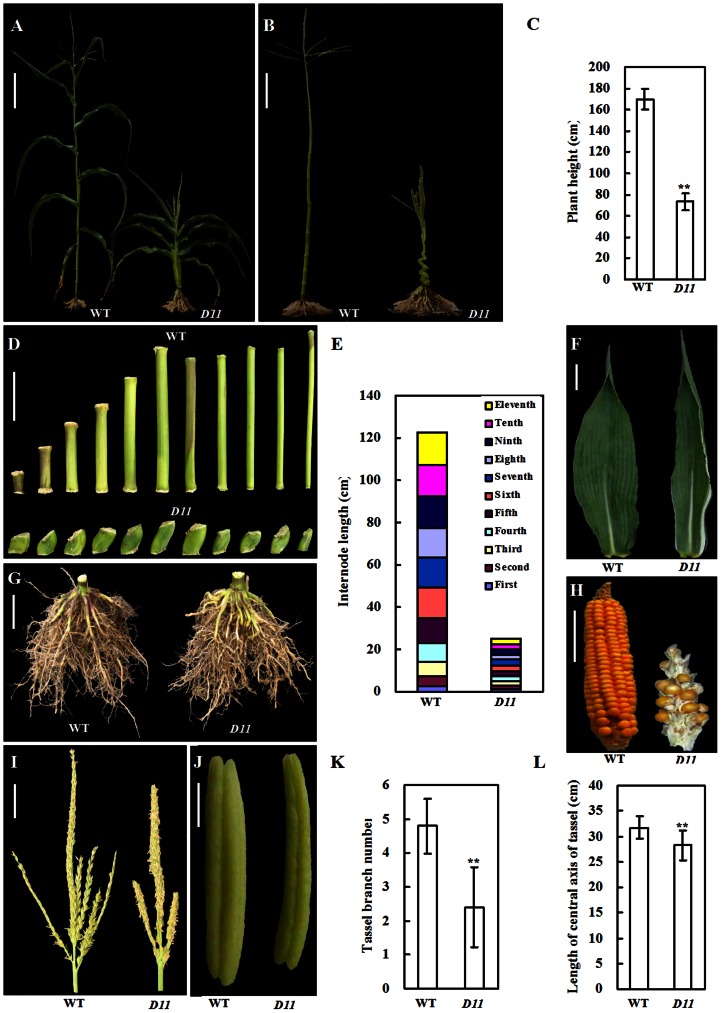
Gross morphology of maize *D11* mutant. (**A**) Phenotype of *D11* and wild type (WT). Bar  = 20 cm. (**B**) Whole plant. To get snapshot of internodes arrangement, leaves and spike were removed manually. Bar  = 20 cm. (**C**) Plant height. (**D**) Internodes. Bar  = 5 cm. (**E**) Internode length. (**F**) Leaf. Leaves of *D11* are slender, dark green, slightly-rolled, and with white margins. Bar  = 5 cm. (**G**) Roots. Aerial roots of *D11* display more sturdy. Bar  = 5 cm. (**H**) Spike. Spike of *D11* degenerates severely. Bar  = 5 cm. (**I**) Tassel. Bar  = 5 cm. (**J**) Anther. Anthers of *D11* are short and thin. Bar  = 1 mm. (**K**) Tassel branch number. (**L**) Length of central axis of tassel. In figures (C), (E), (K), and (L), data are mean ±SD (*n* = 30). Double asterisks denote significant difference at P≤0.01 level compared with the wild type by Student's *t* test.

### Genetic behavior of maize *D11* gene

As the *D11* mutant has abnormal female inflorescence, it was difficult to generate progeny derived from *D11* by self-pollination. Thus, three advanced backcross populations were developed using *D11* as donor parent. To investigate the genetic behavior of *D11* gene, segregation of plant height in three backcross populations with different nuclear background (Mo17, B73, and W22) were analyzed in various years and regions. Results showed that the *D11* mutant phenotype was stable in different years and growth conditions. Moreover, the *D11* mutant phenotype appeared stably regardless of nuclear background. In backcross populations, the ratio of dwarf and normal height plants was 1∶1 which fit closely the expected segregation ratio. Progeny derived from self-pollination of normal height plants was all with normal height (Table S1). Evidence from segregation ratios in backcross and self-pollination populations, together with the phenomenon that *D11* mutant phenotype was firstly observed in F_1_ generation, demonstrated that *D11* inherits as a dominant Mendelian factor.

### Sequence variation in maize *D11* mutant

Two maize dominant dwarf genes *D8* and *D9* have been cloned. To test whether *D11* is allelic to *D8* or *D9*, we dissected sequence polymorphisms between wild-type and *D11* plants. Two pairs of primers were designed on 5′ and 3′ untranslated regions (UTRs) of *d8* and *d9* (Table S2) and adopted to amplify wild-type and *D11* templates (Figure S2). Sequencing of target PCR products showed that there were no sequence polymorphisms between wild-type and *D11* plants, implying that *D11* is not allelic to *D8* and *D9*.

### Response of maize *D11* mutant to exogenous GA_3_ and PAC stimulation

Two maize dominant dwarf plants *D8* and *D9* are all insensitive to exogenous GA_3_ application. We investigated responses of *D11* to GA_3_ stimulation. When treated with a 10^−4^ M GA_3_ solution, shoot, coleoptile, the first leaf blade, the first leaf sheath, and the second leaf blade length were significantly increased in WT and *D11* (Figures 2A, 2B, and S3). Moreover, GA biosynthesis inhibitor PAC was applied to WT and *D11* seedlings. Results showed that shoot elongation in WT and *D11* was significantly inhibited when treated with a 10^−4^ M PAC solution (Figures 2C and 2D). The *D11* mutant responded to both GA_3_ and PAC stimulation, suggesting that dwarf phenotype of *D11* is caused by GA biosynthesis instead of GA signaling deficiency.

**Figure 2:**
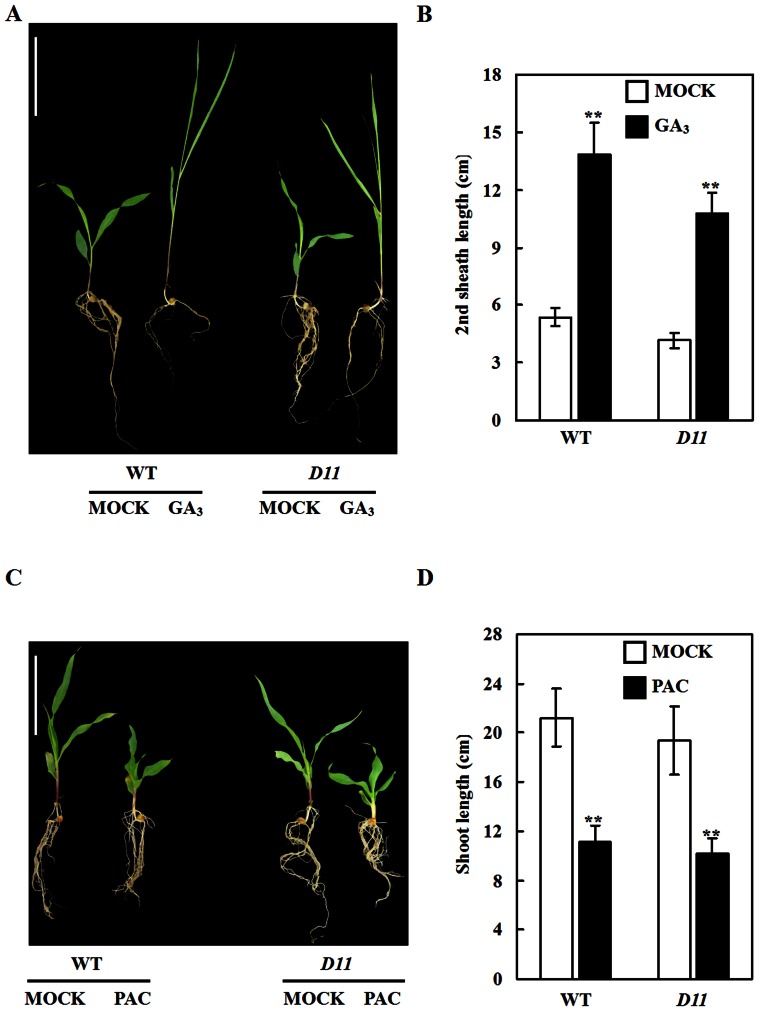
Response of maize *D11* mutant to GA_3_ and PAC application. (**A**) Seedlings of WT and *D11* when treated with a 10^−4^ M GA_3_ solution. Bar  = 10 cm. (**B**) The second leaf sheath length of WT and *D11* (*n* = 35) when treated with a 10^−4^ M GA_3_ solution. (**C**) Seedlings of WT and *D11* when treated with a 10^−4^ M PAC solution. Bar  = 10 cm. (**D**) Shoot length of WT and *D11* (*n* = 40) when treated with a 10^−4^ M PAC solution. In figures (B) and (D), data are mean ±SD. Double asterisks indicate significant difference at P≤0.01 level compared with untreated samples by Student's *t* test.

To our knowledge, there are four maize dominant dwarf mutants (*D8*, *D8-1023*, *D9*, and *Dt*) which have been publicly reported. Features of these four maize dominant dwarf plants including *D11* were described in Table 1.

**Table 1:** Snapshot of five maize dominant dwarf plants.

Name	Leaf	Tillering	Floral organ	GA sensitivity	Chromosome	Gene cloning or not	Source
*D8*	Narrow, dark green	√	Andromonoecious	Insensitivity	1	√	[9], [23]
*D8-1023*	Broad, dark green, pursy	√	Andromonoecious	Sensitivity	1	√	[5]
*D9*	Narrow, dark green	√	Normal	Insensitivity	5	√	[8], [23]
*Dt*	N.A.	N.A.	N.A.	Sensitivity	10	×	[24], [25]
*D11*	Narrow, dark green, rolled	×	Abnormal	Sensitivity	2	×	[26], this study

N.A. indicates not available.

### Differentially expressed genes (DEGs) in response to *D11* mutant phenotype

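Total RNA from stems of D11 and of its wild type (WT, inbred line Mo17), both at tassel emergence, was hybridized to the Maize Genome Array, with 1 array per genotype. The paper's text does not name the backcross generation or the nuclear background of the D11 plants whose RNA was put on the array, so a D11 over WT ratio can also hold differences of background. The deposited intensities are MAS 5.0 signals on a linear scale, which the authors had corrected for background, summarized per probe set and scaled per array. With 2% trimmed at each end, the mean signal was 500.1 in D11 and 500.15 in WT. Fold change was the D11 signal divided by the WT signal for 17621 probe sets, after 113 control probe sets (IDs starting with AFFX) were set aside. The median signal was 190.6 in D11 and 165.4 in WT, and the log2 signals of the 2 arrays had a Pearson r of 0.939 across probe sets, which are not independent replicates. As there was 1 array per genotype, the differences have no replicate check and no test was made. The 63 probe sets for bacterial spike transcripts, which are added in the same amount to each sample, differed by at most 1.38-fold, and the SD of their log2 ratios was 0.20. The 23 control probe sets named Tag and TrpnX, which match no maize transcript, reached 24.7 in D11 and 27.6 in WT. Signals no higher than this were found for 24.8% of the maize probe sets in D11 and 26.9% in WT. A fold change against such a signal is given as a lower bound, computed with the highest Tag or TrpnX signal of that array, a floor chosen after the values were seen. As a sign of RNA integrity, the signal near the 3′ end over that near the 5′ end was lower in D11 for 4 of 5 transcripts, for example 1.78 in D11 and 2.28 in WT for cyclophilin, and higher for actin, with 4.88 and 3.94.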

There were a total of 17,734 probes which could be detected both in WT and *D11*. In this study, only transcripts with fold change greater than five were considered as DEGs. Finally, 285 DEGs were identified, including 220 up-regulated genes and 65 down-regulated genes (Table S3). 

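Among probe sets brighter than the array median in both stems, the highest ratios in D11 included the transcripts that Table S3 names Meiosis 5 (4057 in D11 and 181 in WT, 22.5-fold) and O-methyltransferase ZRP4 (3701 and 330, 11.2-fold). The gene of a non-symbiotic hemoglobin, Hb (LOC541815), an oxygen-binding protein, was 8.56-fold higher. Of the transcripts lower in D11, a proline-rich protein (LOC542000) had a signal of 1125 in D11 and 6824 in WT, which is 6.06-fold lower. A disease resistance response protein 206 was 5.30-fold lower and an integral membrane protein with a DUF6 domain 6.47-fold lower. Among transcripts over the median in WT alone, a germin-like protein was 78.5-fold lower in D11 (70.3 and 5516), a chemocyanin 6.78-fold lower and ZmGR1b 16.4-fold lower. A second probe set that Table S3 assigns to ZRP4 was 7.47-fold lower in D11, so the 2 probe sets of this name moved apart. Among transcripts over the median in D11 alone, the cortical cell-delineating protein piip1 (LOC542597) had a signal of 6405 in D11, at least 232-fold higher than in WT. A second probe set of piip1 had 3748 in D11, at least 136-fold higher. In all, 398 probe sets were at least 5-fold higher in D11 and 453 were at least 5-fold lower. Of these 851 probe sets, 704 were under the array median in both arrays. Where at least 1 array was over its median, 120 were higher and 27 lower. With signals under the highest Tag or TrpnX control raised to it, 139 were higher and 27 lower.

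**Figure D1:**
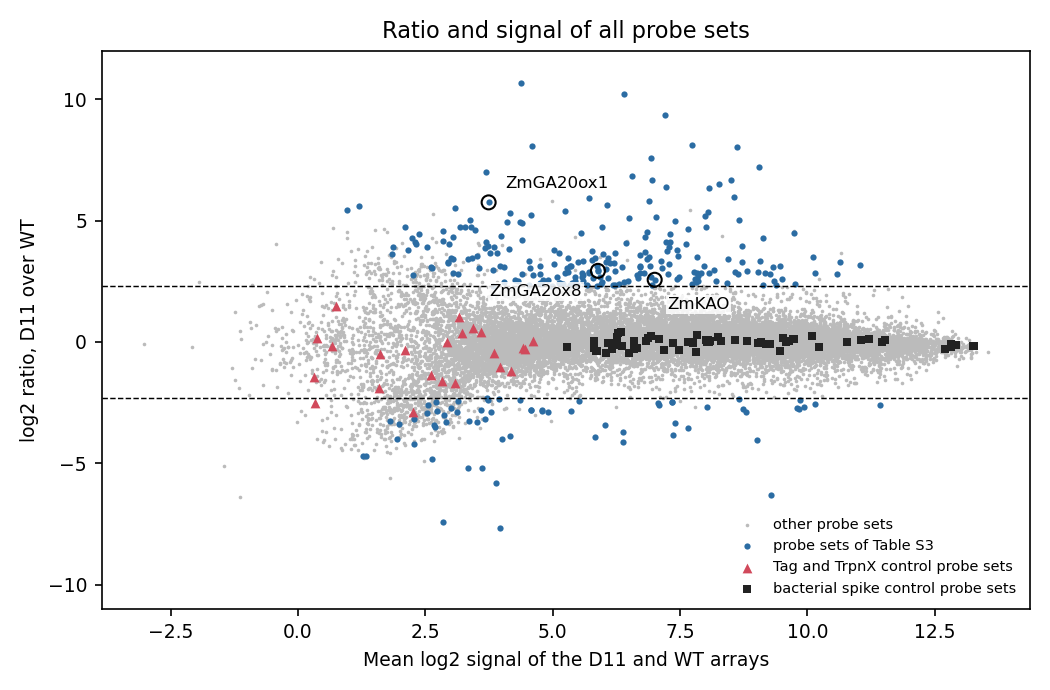
Log2 ratio of D11 over WT against the mean log2 signal of both arrays, 1 point per probe set, with 1 array per genotype. Dashed lines mark 5-fold; circles mark ZmKAO, ZmGA20ox1 and ZmGA2ox8; triangles are the 23 Tag and TrpnX controls and squares the 63 bacterial spike controls, which stay within 1.38-fold.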

To investigate functional characterization of DEGs, up-regulated and down-regulated DEGs were separately subjected to GO enrichment analysis. Detailed information of GO clustering results was presented in Figure 3 and Figure S4.

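Of the genes for defence proteins and for benzoxazinoids, defence compounds of maize, most but not all had higher signals in the D11 stem than in the WT stem. The gene of the pathogenesis-related protein PR-5 (LOC542720), a thaumatin-like protein, had 3678 in D11 and 36.2 in WT (101-fold). The chitinase gene chn1 (LOC542525) had 886 in D11, at least 32.1-fold higher than in WT. Of 5 probe sets for defence proteins, 4 were at least 5-fold higher by the deposited signals, but only these 2 with weak signals raised to the control floor. All 4 are in Table S3, while prp2, the 1 member over the median in both arrays, was 2683 in D11 and 4588 in WT. The beta-glucosidase gene glu1 (LOC542414), whose product releases benzoxazinoids from their glucosides, had 6471 and 43.4 (149-fold). The gene bx1 (LOC542117), for the first enzyme of the benzoxazinoid pathway, had 1355 in D11, at least 49.1-fold higher. The pathway dioxygenase gene bx6 (LOC541977) was 9.81-fold and 6.97-fold higher by its 2 probe sets, whereas glu2 had 15.3 in D11 and 109 in WT and igl1 had 197 and 206. Several lists were written after the annotations of Table S3, whose genes were chosen by fold change on these arrays. The defence and benzoxazinoid lists hold most of their probe sets from it, so their direction is not independent evidence. The terpene synthase gene TPS9 (LOC542689), which Table S3 names terpene synthase 4, had 472 in D11, at least 17.1-fold higher. The median log2 ratio of the terpene synthase list was 3.77, but -0.16 with weak signals raised to the control floor. This -0.16 is the log2 ratio of the 2 floors and no measured difference, since 3 of its 5 probe sets were no brighter than the controls in either array. In the cell wall list, the expansin gene expA3 (LOC541905) was 4.08-fold higher and the xyloglucan endotransglycosylase gene xet1 2.22-fold higher, while expA4 was 2.12-fold lower and expB4 1.92-fold lower. Its median over 35 probe sets was -0.20, at percentile 10.4 of 10000 random lists of equally bright probe sets. With weak signals raised to the control floor it stood apart at percentile 0.95, with a median of -0.18. As the median hardly moved, this percentile reflects the effect of the floor on the random lists and not lower ratios of this list. In the lignin list, the cinnamoyl-CoA reductase gene CCR (LOC542463) was 3.58-fold higher, and the list's median was 0.35, at the upper edge of the central 95% of random lists. The lignin list stood apart with quantile normalization (percentile 97.9), lowess centring (97.7) and each gene counted once (98.1), but was at percentile 88.2 with the control floor. Its median was 0.09 over the array median in both arrays (percentile 80.98) and in at least 1 array (80.25).

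**Figure D2:**
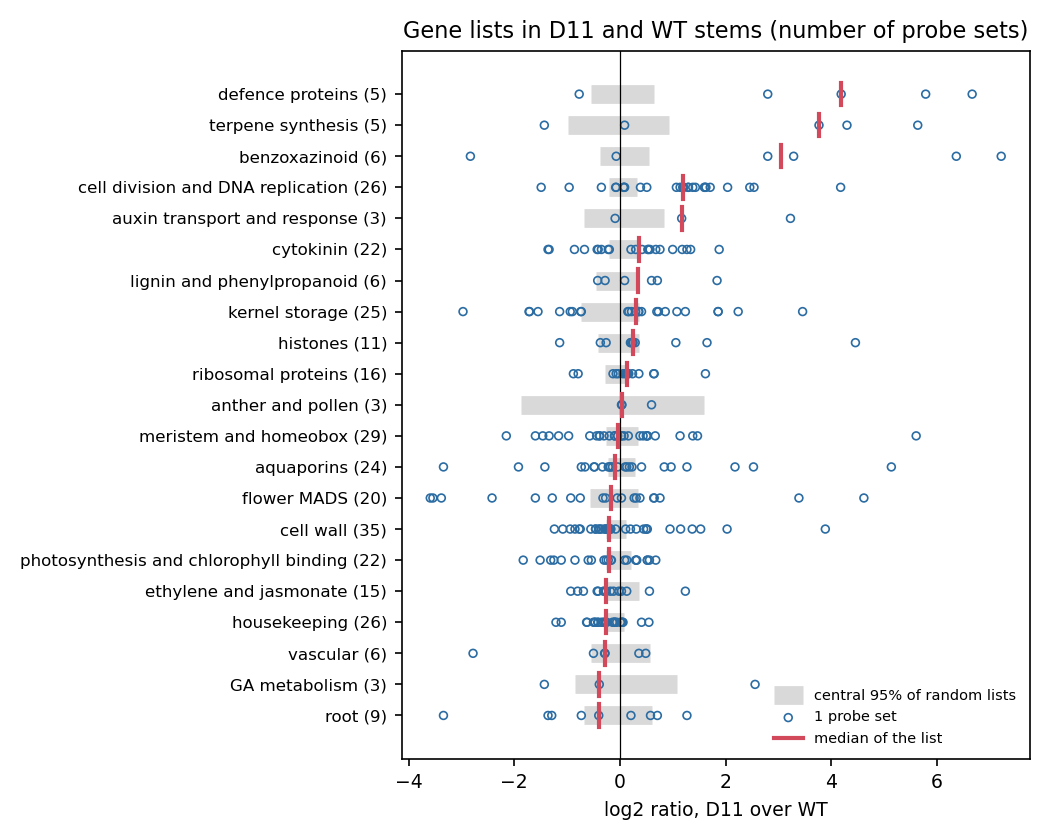
Log2 ratio of D11 over WT for each probe set (circles) of the gene lists with at least 3 probe sets, with the list's median (bar) and the central 95% of medians of 10000 random lists matched on mean signal (band). The medians of the defence, terpene, benzoxazinoid, cell division and auxin lists lie to the right of their bands and that of the housekeeping list to the left. Of the defence probe sets 4 of 5, and of the benzoxazinoid probe sets 5 of 6, are in Table S3 and so were chosen by fold change.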

**Figure 3:**
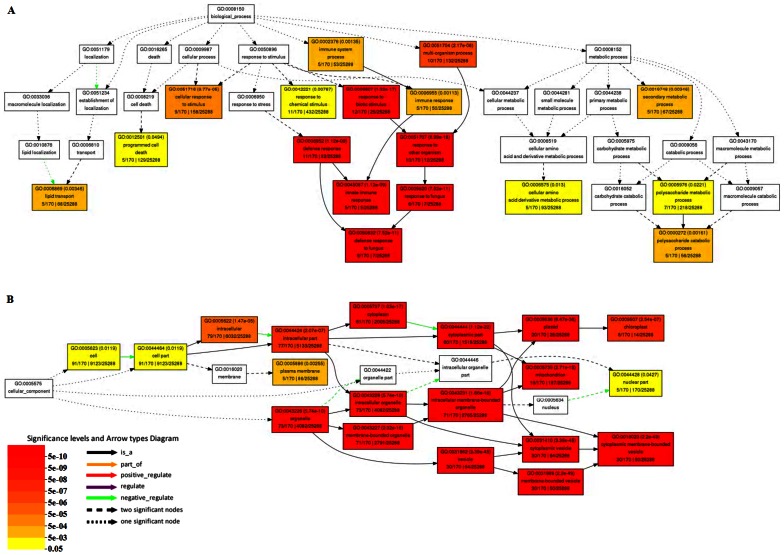
GO clustering of up-regulated DEGs. (**A**) GO enrichment analysis according to GO catalogue (GO:0008150 biological process). (**B**) GO enrichment analysis according to GO catalogue (GO:0005575 cellular component).

The *D11* mutant is characteristic of dwarfism and responds to both GA_3_ and PAC stimulation. To this end, we specifically surveyed DEGs related to phytohormone GA biosynthesis and catabolism. 

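The name patterns set for GA metabolism found 3 steps of GA biosynthesis on the arrays, and 2 of their genes had a signal above the controls. They missed ZmGA20ox1 (LOC778427), which also goes by the name GA20. The gene an1, for ent-copalyl diphosphate synthase at the entry of the pathway, had a signal of 122.8 in D11 and 160.5 in WT. The ent-kaurene synthase gene KS (LOC541974), for the next step, had 10.0 in D11 and 27.0 in WT, no more than the Tag and TrpnX controls in either array, so no fold change is given. The kaurenoic acid oxidase gene was the 1 member at least 2-fold higher. The median log2 ratio of the 3 genes was -0.39, the value of an1, at percentile 13.4 among 10000 random lists matched on mean signal. This includes KS. With weak signals raised to the control floor the median was -0.16, the floored value of KS, at percentile 27.1. That value is the log2 ratio of the 2 floors and no measured difference. Without the floor the median was 2.56 when the probe sets of ZmGA20ox1 and ZmGA2ox8 were added. Table S3 names these 2, and they were chosen by their fold change. No probe set could be paired by name with d8 or d9, or with another gene of GA signaling.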

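The gene of ent-kaurenoic acid oxidase (KAO), ZmKAO or dwarf3 (LOC542580, cytochrome P450 88A1), had a signal of 312 in the D11 stem and 52.8 in the WT stem, which is 5.91-fold higher in D11. This enzyme oxidizes kaurenoic acid to GA12. Both signals were above those of the Tag and TrpnX controls. With 24.7 added to every signal to damp ratios of weak signals, the ratio was 4.34, under 5-fold.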

Transcript encoding KAO which is responsible for precursor GA_12_ biosynthesis was up-regulated in *D11*. Expression of *GA20ox1* which is required for the biosynthesis of active GAs from precursor GA_12_ was highly elevated in *D11*. Similarly, transcription of *GA2ox8* which is involved in GA deactivation was relatively high in *D11* (Figures 4A and 4B).

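The probe set of ZmGA20ox1 (LOC778427), for the GA 20-oxidase that makes the direct precursors of active GAs, had a signal of 98.3 in the D11 stem and 1.83 in the WT stem. The WT signal lay within the range of the Tag and TrpnX controls, so the quotient of these signals, 53.8, is no measured fold change. The lower bound computed with the control floor was 3.56-fold higher in D11. It takes the D11 signal as exact, though that signal was under the median of its array and has no replicate. No other probe set was paired with this gene.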

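The probe set that Table S3 names ZmGA2ox8, for a GA 2-oxidase that inactivates GAs, had a signal of 164 in D11 and 21.5 in WT, a ratio of 7.62. The WT signal was again no higher than the controls, and the lower bound was 5.93-fold higher in D11, from a D11 signal under its array median. With the same constant added to every signal, the ratio was 4.08. On these arrays the 18S rRNA probe set, whose gene served as internal control in the RT-PCR, had 2890 in D11 and 5872 in WT. This is a log2 ratio of -1.02. The 4 other scalings were not applied to this control itself. Moved by the change they made to maize probe sets of similar signal, its ratio was between -1.05 and -0.75. These changes were small, so this is a weak check. The array signal is not a measure of the 18S rRNA product in the RT-PCR. By RT-PCR the paper reports ZmKAO and ZmGA20ox1 as elevated in D11. From its physiological and transcriptomic analysis, the paper states that D11 has defects in GA metabolism. It proposes that the higher expression may serve GA homeostasis through a feedback loop.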

**Figure 4:**
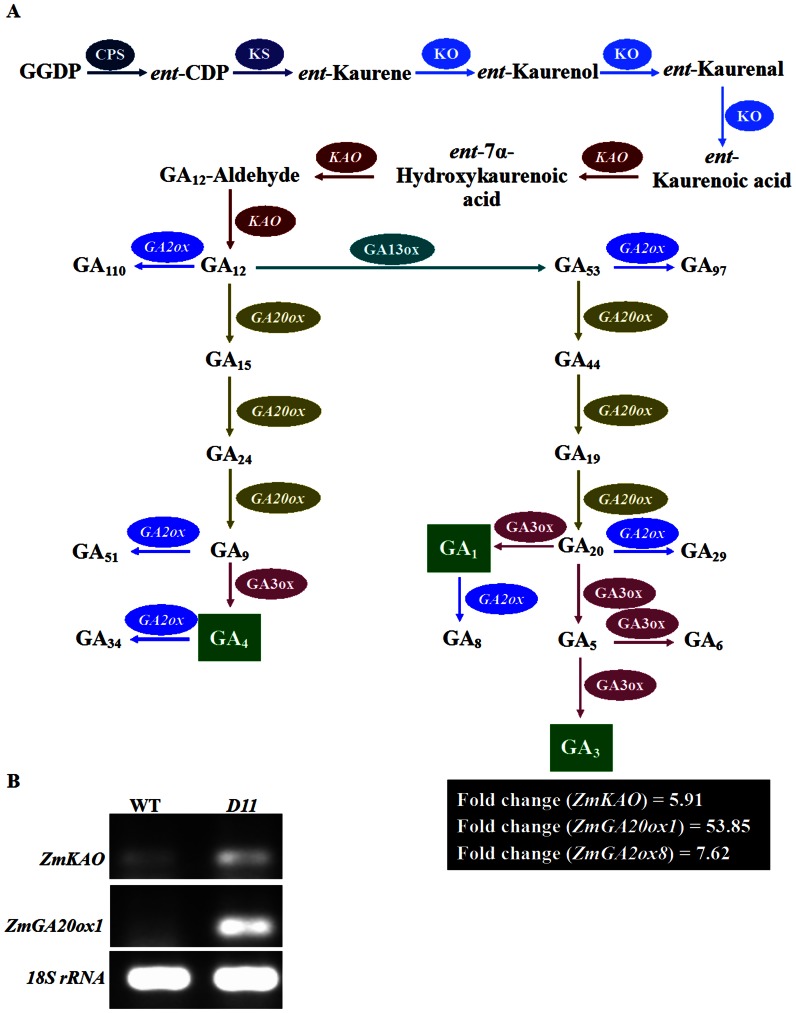
DEGs involved in GA biosynthesis and catabolism. (**A**) GA biosynthesis and catabolism pathways were briefly diagramed. Transcripts encoding maize GA biosynthetic and catabolic enzymes ZmKAO, ZmGA20ox1, and ZmGA2ox8 are up-regulated in *D11*. (**B**) Semi-qRT-PCR validation of elevated transcripts *ZmKAO* and *ZmGA20ox1*. The *18S rRNA* gene was used as an internal control.

## Discussion

### Possible relationship between plant hormone GA and *D11* mutant phenotype

Plant hormones GA, BR, Aux together with other modulators form an elaborate network to finely trigger plant stature in nature [27]. Especially for phytohormone GA, there is ample evidence supporting its role in plant height control. Two well-characterized maize dominant dwarf plants *D8* and *D9* all belong to the GA-insensitive group, whose dwarf phenotype is caused by GA signaling instead of GA biosynthesis deficiency [6]. Contrarily, physiological analysis in our work demonstrated that maize dominant dwarf plant *D11* responds to exogenous GA_3_ application and is a GA-sensitive mutant.

The GA metabolism pathway has been unraveled [28]. In this study, we investigated the expression patterns of GA metabolic enzyme genes in *D11*. Transcripts encoding GA metabolic enzymes KAO, GA20ox1, and GA2ox8 are all up-regulated in *D11*. Elevated transcripts of *KAO* and *GA20ox1* were further validated by qRT-PCR method (Figure 4). Up-regulation of transcripts encoding GA metabolic enzymes in GA-deficient mutants has been reported previously. In *Arabidopsis* GA biosynthesis-deficient mutant *dwarf and delayed-flowering 1* (*ddf1*), transcripts of three *GA20ox* genes *AtGA20ox1*, *−2*, and *−3* are elevated [29]. Similarly, the expression levels of *OsGA20ox2*, *−4*, and *OsGA2ox6* are increased in rice dominant dwarf and GA-deficient mutant H032 [30]. Up-regulation of transcripts encoding GA metabolic enzymes in GA-deficient mutants may be necessary for GA homeostasis throughout the life cycle of plants. Positive feedback mechanisms may account for this regulatory loop [29].

Plant hormone GA plays a vital role in flower organ development [31]. Systematic analysis of *Arabidopsis GA20ox* genes demonstrated that *AtGA20ox1*, −*2*, and −*3* have significant effects on floral organ growth and anther development [32]. The *D11* mutant displays severe inflorescence abnormalities, characteristic of slender tassel and degenerate spikes (Figures 1H–1L). Overdose of *GA20ox1* gene revealed by microarray and qRT-PCR in our work (Figure 4) may be partly responsible for abnormal inflorescence development in *D11*. Undoubtedly, further physiological, genetic, and developmental data should be collected to test this hypothesis.

Phytohormone GA promotes chloroplast biogenesis through controlling leaf mesophyll cell expansion. In *Arabidopsis* and rice GA-deficient mutants, chloroplast division is largely inhibited. Transcript levels of genes related to chloroplast division are also significantly decreased in GA-deficient mutants [33]. Physiological and transcriptomic analysis in this study indicated that *D11* has defects in GA metabolism. Additionally, *D11* is with white leaf margins (Figures 1F and S1). The relationship between GA deficiency and albino phenotype of *D11* need to be investigated in the future.

### The *D11* is a novel dominant dwarf mutant

Four maize dominant dwarf mutants, including *D8*, *D8-1023*, *D9*, and *Dt*, have been characterized (Table 1). The *D8* and *D9* all display narrow and dark green leaves. The *D8-1023* is with broad, dark green, and pursy leaves. Leaves of *D11* appear slender, dark green, and slightly-rolled. Remarkably, *D11* possesses white leaf margins. Three maize dominant dwarf plants *D8*, *D8-1023*, and *D9* show tillering ability. Floral organs of *D9* are normal. Although *D8* and *D8-1023* display andromonoecious floral organs, they could be successfully self-pollinated. In contrast, *D11* has severe defects in inflorescence development. Commonly, tassel of *D11* is surrounded by multiple degenerate spikes which are almost barren. In extreme cases, female inflorescence dies aborning and no apparent ear is observed in *D11*. Thus, it is difficult to self-pollinate of *D11*. Compared with wild-type, *D11* flowers earlier. Similar result was observed in *D8* plant [9]. Intriguingly, maize transgenic experiment demonstrated that overexpression of *D9-1* delays flowering, while overexpression of *d9* promotes flowering [8]. Different dwarf genes may be recruited by distinct central modulators of complicated network to finely control flowering time in maize. Besides, *D8* and *D9* plants are insensitive to GA stimulation and belong to the GA-insensitive type [9], [23]. Conversely, *D11* responds to exogenous GA stimulation (Figure 2). In this study, transcriptomic analysis provides further evidence of *D11* as a GA-sensitive mutant (Figure 4).

Taken together, compared with other four maize dominant dwarf mutants (*D8*, *D8-1023*, *D9*, and *Dt*), *D11* is a novel dominant dwarf mutant, characteristic of dwarf stature, slightly-rolled leaf with white margins, deformed inflorescence, and GA sensitivity. Further gene cloning and functional characterization are informative for dissecting *D11*-mediated network in the control of plant stature and other developmental programs.

## Materials and Methods

### Plant Materials and Traits Evaluation

Maize inbred line Mo17, as female plant, was crossed with maize inbred line HN06 with normal plant height and unknown pedigree to generate F_1_ progeny. In F_1_ population, the dwarf mutant *D11* was identified. Then, *D11* as donor parent was continuously backcrossed with three maize inbred lines Mo17, B73, and W22 to develop advanced backcross populations BC_6_F_1_ with different nuclear background.

All experimental materials were single-grain sowed and nursed with normal agricultural practice. Traits were evaluated with ten consecutive plants starting from the third plant in each row. Plant height was measured from the ground to tassel top. For leaf number count, the fifth, tenth, and fifteenth leaves were firstly marked in red paint. Leaf number was counted when the tassel achieved fixed-length. Leaf area was calculated with the following formula: Leaf area  =  Leaf length × leaf width ×0.75. Days to pollen shed were measured as number of days from sowing to emergence of the first pollen from anthers in the central axis of the tassel.

### Sequence Polymorphisms Survey

Primers designed on 5′ and 3′ UTRs of *d8* and *d9* genes were used to amplify wild-type and *D11* DNA templates. Target amplicons were purified from gel with the QIAquick® gel extraction kit (Qiagen, Germany) and ligated into pGEM-T vector (Promega, USA) for sequencing (BGI, China).

### Physiological Characterization

Seeds of wild-type and *D11* plants (*n* = 35) were surface sterilized with a 2% NaClO solution for 20 min, washed by distilled water for five times. For germination, sterilized seeds were placed on filter paper which was saturated with distilled water or 10^−4^ M GA_3_ (Sigma, USA) solution. Germinated seeds were transferred to roseite for growth. Seedlings of WT and *D11* were sprayed with distilled water or 10^−4^ M GA_3_ solution per day. Ten days later, length of shoot, coleoptile, leaf blade, and leaf sheath was measured in WT and *D11*. For PAC treatment, sterilized seeds of wild-type and *D11* (*n* = 40) were firstly soaked in a distilled water or 10^−4^ M PAC (Sigma, USA) solution for 24 h, then embedded in distilled water for 24 h. Treated seeds were transferred to roseite for growth. Fifteen days later, shoot length was determined in WT and *D11*.

### Microarray Hybridization and DEGs Identification

The GeneChip® Maize Genome Array (Affymetrix, USA) was used for microarray analysis in this study. Firstly, total RNA was extracted from WT and *D11* stems by TRIzol® Reagent (Invitrogen, USA), following the manufacturer's instructions. RNA integrity was assessed by the Agilent Bioanalyzer 2100 (Agilent technologies, USA). Qualified total RNA was further purified by RNeasy micro kit (QIAGEN, Germany) and RNase-Free DNase Set (QIAGEN, Germany). Then, qualified total RNA were amplified, labeled, and purified using GeneChip® 3′IVT Express Kit (Affymetrix, USA) with the guidance of the manufacturer's manual to obtain biotin labeled aRNA. Array hybridization and wash were implemented using GeneChip® Hybridization, Wash, and Stain Kit (Affymetrix, USA) in Hybridization Oven 645 (Affymetrix, USA) and Fluidics Station 450 (Affymetrix, USA) according to the manufacturer's instructions. Slides were scanned by GeneChip® Scanner 3000 (Affymetrix, USA).

Raw data were submitted to the Gene Expression Omnibus database (accession number: GSE46370). Raw data were normalized by MAS 5.0 algorithm implemented in the Gene Spring Software 11.0 (Agilent technologies, USA). Normalized data of *D11* divided by those of WT obtained fold change. Genes whose transcripts were up-regulated or down-regulated at levels greater than a fivefold ratio were regards as DEGs in this study. Non-redundant DEGs were firstly annotated by the NCBI Entrez Gene resource (http://www.ncbi.nlm.nih.gov/gene). Then, DEGs were mapped on the B73 reference genome using the B73 sequencing database (http://www.maizesequence.org/index.html). Gene ontology (GO) enrichment analysis of DEGs was performed through the Gene Ontology (http://www.geneontology.org/) and agriGO (http://bioinfo.cau.edu.cn/agriGO/index.php) webservers [34].

### qRT-PCR Validation of DEGs

Some DEGs involved in GA metabolism were validated by qRT-PCR technique. Purified RNA samples used for microarray analysis were firstly transcribed to obtain cDNA by M-MLV reverse transcriptase (Promega, USA). A total of 10 µl qRT-PCR reaction contained cDNA template, 1×PCR buffer, 200 µM dNTPs, 0.2 µM primers, 0.5 U Taq DNA polymerase (Invitrogen, USA), and appropriate amount of distilled water. The mixture was predenatured at 94°C for 2 min, followed by 30 cycles of denaturation at 94°C for 30 s, annealing at 55°C for 30 s, and extension at 72°C for 30 s. The final extension step was set at 72°C for 10 min. Primers reported by Song et al. [35] were used for qRT-PCR analysis.

## Supporting Information

Figure S1 **Characteristics of** ***D11*** **leaf.** (**A**) Phenotype of the first, second, and third leaves (from top to bottom) of *D11* and wild type (WT). The *D11* mutant has slender leaves with white margins. Bar  = 5 cm. (**B**) Leaf number. The *D11* mutant possesses more leaves. (**C**) Leaf length and width. Compared with wild-type, leaves of *D11* are relatively long and narrow. (**D**) Ratio of leaf length to width. (**E**) Leaf area. Average values were calculated (*n* = 30). Data are mean ±SD. Single asterisk and double asterisks indicate significant difference at P≤0.05 and P≤0.01 levels compared with the wild type by Student's *t* test, respectively.
(TIF)

Figure S2 **PCR products amplified by primers designed on UTRs of** ***d8*** **and** ***d9*** **.** **M:** 1 kb marker; **Lanes 1 and 2:** amplicons from *d8* UTRs primers; **Lanes 3 and 4:** amplicons from *d9* UTRs primers.
(TIF)

Figure S3 **Response of** ***D11*** **to GA_3_ stimulation.** (**A**) Shoot length. (**B**) Coleoptile length. (**C**) The first leaf blade length. (**D**) The first leaf sheath length. (**E**) The second leaf blade length. Data are mean ±SD (*n* = 35). Double asterisks denote significant difference at P≤0.01 level compared with untreated samples by Student's *t* test.
(TIF)

Figure S4 **GO clustering of down-regulated DEGs.**
(TIF)

Table S1 **Segregation in backcross and self-pollination populations from** ***D11*** **and normal height plants.**
(DOC)

Table S2 **Primers used in this study.**
(DOC)

Table S3 **Detailed information of DEGs.**
(XLS)

# Supplementary material for: Gibberellin Biosynthetic Deficiency Is Responsible for Maize Dominant Dwarf11 (D11) Mutant Phenotype: Physiological and Transcriptomic Evidence
**Source:** PLoS One. 2013 Jun 12;8(6):e66466. doi: 10.1371/journal.pone.0066466
**Supplement:** Table S1 — Segregation in backcross and self-pollination populations from D11 and normal height plants.

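Table S1 counts dwarf and normal plants among the progeny of Mo17 crossed with heterozygous D11 plants, for which a dominant gene on 1 of the paired chromosomes gives equal numbers of both. In 2009, 84 of 177 plants (47.5%) were dwarf, and in 2013, 98 of 189 (51.9%). The chi-square for equal numbers, computed from these counts, was 0.458 in 2009 and 0.259 in 2013, or 0.362 and 0.190 with a correction for continuity. The exact two-sided binomial test gave p = 0.548 and p = 0.663. Among selfed progeny of normal plants, 0 of 75 and 0 of 89 were dwarf. The counts are the paper's, and the tests were computed from them.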

**Table S1.** Segregation in backcross and self-pollination populations from *D11* and normal height plants.

| Cross | Year/ Region | No. of plants | | (1:1) | *P* |
| --- | --- | --- | --- | --- | --- |
| Dwarf plant | Normal height plant |
| Mo17 (+/+) × *D11* (+/*D11*) | 2009/ Yangzhou | 84 | 93 | 0.36 | 0.75─0.50 |
| 2013/ Sanya | 98 | 91 | 0.19 | 0.75─0.50 |
| Normal height plant (+/+) | 2009/ Yangzhou | 0 | 75 |  |  |
| 2013/ Sanya | 0 | 89 |  |  |

# Supplementary material for: Gibberellin Biosynthetic Deficiency Is Responsible for Maize Dominant Dwarf11 (D11) Mutant Phenotype: Physiological and Transcriptomic Evidence
**Source:** PLoS One. 2013 Jun 12;8(6):e66466. doi: 10.1371/journal.pone.0066466
**Supplement:** Table S2 — Primers used in this study.

**Table S2.** Primers used in this study.

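Table S2 lists primers for separate trials. The d8 and d9 primers lie in the untranslated regions at both ends of each gene, so that a product between them covers the coding sequence and can be sequenced from WT and D11 plants. The ZmKAO, ZmGA20ox1 and 18S rRNA primers amplify cDNA made from the same stem RNA that was put on the arrays. The 18S rRNA product serves to compare the amount of cDNA in each reaction. The table holds no measured values, and ZmGA2ox8 has no primers in it.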

| Trial | Gene | Region | Primer sequence |
| --- | --- | --- | --- |
| Sequence variation | *d9* | 5′ UTR | 5′–GCTGCTACTACTAGTTGCCTTGCTCGCTTC–3′ |
|  | 3′ UTR | 5′–GCAGCGTTCACTGACGTCTTAGCTTCCAC–3′ |
| *d8* | 5′ UTR | 5′–TTAGCTGGCTAGCTAGGCCTGT–3′ |
|  | 3′ UTR | 5′–CGTACGTGTGCCTTGATCGGCGTCCAGAAG–3′ |
| qRT-PCR | *ZmKAO* | Forward | 5′–TCTTCCTCCACCACTTCCTC–3′ |
|  |  | Reverse | 5′–CAGCCGCTAGAGTTTCTGCT–3′ |
|  | *ZmGA20ox1* | Forward | 5′–GCGCTACTGCTCTGAGATGA–3′ |
|  |  | Reverse | 5′–CACGGCGGGTAGTAGTTGAG–3′ |
|  | *18s rRNA* | Forward | 5′–ACATGCGCCTAAGGAGAAATAG–3′ |
|  |  | Reverse | 5′–ACCTCCATGCTCACTGGTACTT–3′ |

How the deposited data were processed for this re-analysis (not part of the article)

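Stems of D11 and of the wild type Mo17, both at tassel emergence, were compared on the Affymetrix Maize Genome Array, with 1 array per genotype. The deposited values are intensities that the authors made with the MAS 5.0 algorithm, which corrects for background, summarizes the probes of a probe set and scales each array. The paper's methods name GeneSpring for this step, and the submitters' processing notes name MAS5 and Affymetrix Expression Console, without versions. The deposited intensities are on a linear scale and were used as they stand. Detection calls were not used here. The table holds 17734 probe sets, of which 113 are controls, and 17621 were analysed.

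Fold change was the D11 value divided by the WT value, and probe sets at least 5-fold higher or lower were counted without a minimum signal. As the design has 1 array per genotype, no test was made, no p-value was computed across genes and no error can be given. The number of arrays limits the precision. The Tag and TrpnX control probe sets served to show the level of background, and their highest signal in each array, 24.7 in D11 and 27.6 in WT, was used as a floor for lower bounds. Of the analysed probe sets, 12462 were above this level in both arrays and 3950 in neither. Gene names came from tables that pair probe sets with gene symbols of the assembly Zm-B73-REFERENCE-NAM-5.0, used for names alone. Of the probe sets, 1452 had 1 symbol, 1 had several and 16168 had none, so the gene lists cover a small part of the array. Names for other probe sets were taken from Table S3 and are the paper's.

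Before the data were examined, 24 gene lists were fixed as name patterns for hormones, defence, cell wall, cell division and other tissues, some of them after the annotations of Table S3. After the data were seen, 16 genes whose names matched a list by accident, such as a hemoglobin among the storage proteins, were left out by name and not by value. Of the lists, 22 had members and 21 had at least 3 probe sets. The lists for GA signaling and brassinosteroids had none. For each list the median log2 ratio was set against 10000 random lists of the same size, matched on mean log2 signal in 20 bins, as a description of these 2 arrays. A list was said to stand apart where its median lay outside the central 95% of the random lists and it had at least 3 probe sets.

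The genes named in the text follow a rule that was also fixed in advance, when the values of Table S3 had been seen. It takes the GA genes the paper names, the 10 highest and 10 lowest ratios among probe sets over the array median in both arrays, and the 5 highest and 5 lowest among those over the median in the brighter array alone, ranked by the brighter signal over the other array's median. It also takes up to 4 members per list with the largest log2 ratios among those over the median in at least 1 array. A few further list members are named where they fill in a pathway, and these were chosen after their values were seen.

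The alternatives were a signal minimum at the array median, centring on the median, quantile normalization, lowess centring with a span of 0.3, scaling by housekeeping genes, an offset of 24.7 (the 25th percentile of both arrays) added to each value, 2-fold and 10-fold thresholds, leaving out probe sets that can bind several transcripts, and counting each gene once. Added after seeing the data were a minimum at 1, the control floor, and the addition of ZmGA20ox1 and ZmGA2ox8 as named by Table S3. The name pattern for GA metabolism missed ZmGA20ox1, which the gene names list as GA20. The steps were tested on simulated data with 17621 probe sets and log2 ratios with an SD of 0.20, that of the spike controls. Weak signals spread more widely in the real data, with an SD of 1.45 for probe sets no brighter than the Tag and TrpnX controls. The simulation therefore checks the counting steps and does not show how many weak probe sets pass 5-fold by noise. All 50 transcripts made 8-fold higher and all 50 made 8-fold lower were counted, none of 100 made 3-fold different was, and 12 of 200 random lists lay outside the central 95%. The segregation counts of Table S1 were tested for equal numbers with chi-square and exact binomial tests. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.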

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

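Of 21 gene lists with at least 3 probe sets, 6 had a median log2 ratio outside the central 95% of matched random lists, in genes that the paper does not discuss. Several lists were written after the annotations of Table S3, whose genes were chosen by fold change on these arrays, so the medians of lists with many members in it are not independent evidence. The median was 4.19 for defence proteins, with 4 of its 5 probe sets in Table S3, but 1.71 with weak signals raised to the control floor and 1.96 with the offset. It was 3.05 for benzoxazinoid genes, with 5 of 6 in Table S3, and 3.77 for terpene synthesis, where most signals were no higher than the controls. The list of auxin transport and response had 1.17 over 3 probe sets, which is the value of abp4 (2.26-fold higher). The auxin transporter gene aux1 (LOC541998), which is in Table S3, had 214 in D11 and a bound of at least 7.76-fold higher. The brightest member, abp1, had 3905 in D11 and 4143 in WT. With a signal minimum at the median in both arrays, the list had 0.54 over 2 probe sets and no longer stood apart (percentile 94.5). The list of cell division and DNA replication had 1.20 over 26 probe sets, of which 3 are in Table S3, but no longer stood apart with a signal minimum at the array median, with 0.24 over 12 probe sets and 0.00 over 8. The housekeeping list had -0.27, at percentile 1.66, and at percentile 9.19 when each gene was counted once. The tests against background noise and for meristem tissue were chosen after the values were seen, and those of array scaling and of sequence differences before.

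Cell division genes were higher in D11 than probe sets of equal brightness, with the dimmer members at a median of 1.34 and the brighter ones at 0.08. Array scaling as the whole cause is argued against by the lowest median under 4 other scalings, 1.06. These scalings moved the median log2 ratio of all probe sets by at most 0.27, so larger shifts were not tried. Noise of weak signals is argued against by the random lists of equal brightness, of which the highest median was 0.69 on the deposited values. With weak signals raised to the control floor the list's median fell to 0.54, at percentile 99.96 of random lists with the same floor. A larger share of shoot meristem in the D11 sample cannot be told apart from this, because members of the meristem and homeobox list went both ways around a median of -0.04 (SD 1.37). A difference of D11 stems in the number of dividing cells may also account for it and was not tested.

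Of the probe sets over the median in at least 1 array, 147 differed at least 5-fold, those of PR-5, chn1, glu1, bx1 and bx6 among them. Array scaling is argued against by the lowest count under 4 other scalings, 145, though these moved the median log2 ratio of all probe sets by at most 0.27. Sequence differences under the probes, for example from donor segments left after backcrossing, may account for part of them. Among other probe sets from the same transcript clusters, 33.0% differed at least 2-fold in the same direction (29 of 88, exact interval 23.3% to 43.8%). The interval takes probe sets as independent, which those of the same cluster and arrays are not, so it may be too narrow. Only 1 differed at least 2-fold in the opposite direction, and the rest differed less, which leaves sequence differences open. The share in the same direction is above the 8.9% of all probe sets over background that were at least 2-fold higher. It is also above the 5.2% that were at least 2-fold lower. Other probe sets of a cluster can read related genes. An effect of the D11 genotype on these genes stays open and was not tested.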

How the results depend on the processing

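The genes ZmKAO, ZmGA20ox1 and ZmGA2ox8, and the benzoxazinoid, auxin and cell division medians, were higher in D11 under each of the 4 other scalings. These scalings moved the median log2 ratio of all probe sets by at most 0.27, which is little against these ratios. The ratios of ZmGA20ox1 and ZmGA2ox8 depended on how weak signals were treated. The control floor, the minimum at 1 and the addition of ZmGA20ox1 and ZmGA2ox8 to the GA list were chosen after seeing the data. By their construction, other thresholds and subsets changed the counts of probe sets at least 5-fold higher and lower: 20 and 6 over the median in both arrays, 120 and 27 in at least 1, 1750 and 1733 at 2-fold, 148 and 143 at 10-fold, and 42 and 21 for named genes counted once. With the offset they were 101 and 21, with values raised to the control floor 139 and 27, and over that floor in at least 1 array 240 and 73. Other scalings, the minimum at 1 and leaving out shared probe sets kept both counts within 1.5 times, but the excess of lower probe sets turned into one of higher probe sets with quantile normalization (453 and 357), lowess centring (467 and 348) and housekeeping scaling (540 and 360). The ratio of ZmKAO was 5.12 with quantile normalization, 7.14 with housekeeping scaling, which raised the median of all probe sets by 0.27, and 4.34 with the offset. The quotient of the ZmGA20ox1 signals, no measured fold change since the WT signal was no higher than the controls, was 62.5 with lowess centring, 65.1 with housekeeping scaling, 4.63 with the offset and 3.56 with the floor, and the ratio of ZmGA2ox8 was 9.21, 4.08 and 5.93 with the last 3. The GA metabolism median was -0.61 with quantile normalization, -0.11 with housekeeping scaling, -0.16 with the floor, and 2.56 both for the 1 probe set over the median in at least 1 array and with the genes named by Table S3. No member was over the median in both arrays. The number of lists standing apart was 10 with lowess centring and 5 to 8 otherwise. The 6 lists of the deposited values all stood apart under the 4 scalings and the offset. Over the median in at least 1 array, 4 of them did (without cell division, at 0.24, and terpenes). Over the median in both arrays, 2 did (benzoxazinoid and housekeeping). There the benzoxazinoid list held 3 probe sets, that of igl1 and 2 of bx6, so its median of 2.80 came from 1 gene. Centring on the median and housekeeping scaling shift a list and its random lists alike. Percentiles cannot change under these scalings, so only the others test the lists. The terpene median was also -0.16 with the floor. For this list and for GA metabolism, -0.16 is the log2 ratio of the 2 floors and no measured difference. The defence median turned to -0.77 where both arrays had to be over the median, which left 1 probe set. For the other moved values the cause was not tested. Of 656 further values of lists and named probe sets, 470 moved by less than the SD of the spike controls and 186 by more. Of the latter, 115 moved by the constant shift of housekeeping scaling. No named probe set at least 2-fold apart changed direction under a scaling or the offset. An offset cannot reverse a direction and the scalings moved the ratios little, so this is a weak check. Signal over background limits all ratios with 1 weak side.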

Differences from the paper's values

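The paper reports 285 DEGs at a threshold of 5-fold, and 851 probe sets passed this threshold here. It reports 220 up-regulated genes, against 398 probe sets here, and 65 down-regulated genes, against 453. All 285 probe sets of Table S3 are among the 851, and 276 of its fold changes equal the D11 over WT ratio within a relative difference of 0.001. With values under 1 raised to 1, chosen after seeing the values, all 285 do, and the counts are 387 and 437. The median of the brighter signal was 163.6 for the probe sets in Table S3 and 13.1 for the 566 others. Among alternatives set before the data were examined, the 10-fold threshold, which is not the paper's, gave 291 in all and 148 higher, both within 1.5 times the paper's counts, but 143 lower. The signal minimum at the median, the other scalings, the offset, the 2-fold threshold, leaving out shared probe sets and counting genes once left all 3 counts more than 1.5 times apart from the paper's. Keeping probe sets over the Tag and TrpnX controls in at least 1 array gave 313 in all, 240 higher and 73 lower, within 1.5 times the paper's counts. This was chosen after seeing the values and drops 36 of the paper's 285.

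The paper states that its probes were detected in both genotypes. The number it gives equals all 17734 rows of the table, which include 113 control probe sets and 3950 probe sets no brighter than the Tag and TrpnX controls in either array.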

Other observations

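Several genes of DNA replication were higher in the D11 stem, a grouping within the cell division list that was not fixed in advance. Further members of this list were also at least 2-fold higher, while others differed little, such as cdc2, or were lower. The cyclin gene cycD1 (LOC541916) was 2.82-fold lower, with 33.8 and 95.3, and krp1 (LOC606399), for an inhibitor of the cell cycle, 1.94-fold lower, with 215 and 419. The gene PCNA (LOC542425), for the sliding clamp of DNA polymerase, had 526 in D11 and 95.6 in WT (5.50-fold), and pcna2 was 3.03-fold higher. The origin recognition genes orc1 and orc3 were 2.61-fold and 2.10-fold higher, and the helicase gene MCM7, chosen after its value was seen, 4.11-fold. Of 26 probe sets in this list, 16 were at least 2-fold higher by the deposited signals, but 10 with weak signals raised to the control floor. The histone H2B gene his2b5 (LOC542301) was 22.0-fold higher, with 747 and 33.9, and the histone list had a median of 0.24, which was 0.64 with each gene counted once. It stood apart with the control floor alone, at percentile 98.5, where its median was 0.21. Of the cytokinin genes, the response regulators RR6 and RR9 were 3.67-fold and 2.41-fold higher, and the list's median was 0.36, at percentile 96.6. This list stood apart from random lists over the median in both arrays (0.54, percentile 99.2) and in at least 1 array (97.8). It also did with the offset (98.1) and with the control floor (median 0.33, percentile 99.8). It did not under quantile normalization (90.8) or lowess centring (88.9), nor with each gene counted once (94.3).

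Members of other families went both ways. Among aquaporins, the channel gene TIP4-4 (LOC542647) was 5.76-fold higher and NIP2-2 (LOC541884) at least 28.2-fold higher, whereas TIP2-2 (LOC541895) was 10.2-fold lower, and the median was -0.09. Of the flower MADS genes, zmm31 (LOC542040) was 11.6-fold lower in D11, with 59.0 and 685, while the median was -0.16. In the homeobox list, the knotted-like gene lg3 was 2.60-fold higher and ocl1, of the epidermal layer, 3.03-fold lower. Among photosynthesis genes, psbs1 was 2.39-fold lower and the list's median was -0.20. The chloroplast division gene minE (LOC541645) had 549 in D11 and 525 in WT. Medians of the remaining lists were -0.26 for ethylene and jasmonate, -0.28 for vascular, 0.04 for anther and pollen, 0.30 for kernel storage, -0.40 for root and 0.13 for ribosomal proteins, each inside the central 95% of random lists on the deposited values. Some of these lists stood apart under other settings: kernel storage over the median in both arrays (percentile 97.8) and with lowess centring (97.7), ribosomal proteins with quantile normalization (98.2) and lowess centring (98.4), ethylene and jasmonate with lowess centring (1.90), and aquaporins over the median in both arrays (median -0.33, percentile 1.49).

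The following tests of background noise were chosen after the values were seen and that of scaling before. Of the probe sets no brighter than the Tag and TrpnX controls in either array, 13.6% differed at least 5-fold, against 1.56% of those with a brighter signal over 500. Noise near background may account for these differences, but this cannot be told apart with 23 controls, of which 2 (8.7%, exact interval 1.1% to 28.0%) differed at least 5-fold. At 2-fold the controls' share was 47.8%, against 39.3% of these probe sets, and the SD of their log2 ratios was 1.10, against 1.45. Scaling of the arrays as the cause is argued against by the scaling that gave fewest, with 507 of the 538 differences among these probe sets, and with 664 of 704 among the wider set under the array median in both arrays. The scalings moved the median log2 ratio of all probe sets by at most 0.27, so larger shifts were not tried. No biological explanation was tested.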
